A study of Arabidopsis thaliana with 48 samples. Its data were reported in "Identification and characterization of a core set of ROS wave‐associated transcripts involved in the systemic acquired acclimation response of Arabidopsis to excess light" (2019).

How the data were processed

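Local and systemic leaves of WT (Columbia) and rbohD knockout Arabidopsis plants were sampled after 0, 2, 4 and 8 min of excess light on the local leaf, in 3 biological replicates. Groups were taken from the sample labels, which gave genotype, leaf, time point and replicate number for all 48 libraries. The methods mention that plants were treated in small batches and that sequencing used several reagent cartridges, but neither these nor the labels assign a library to a batch. The methods place all sampling in the same hour of the morning, which the labels do not record per group.

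According to the methods of the study, poly(A) RNA was made into stranded libraries, sequenced as single-end reads of 75 nt and aligned with STAR to the TAIR10 genome with its gene annotation, allowing reads with several mapping locations. The tool that counted reads per gene, its treatment of reads that map to several places and its use of strand are not stated, so values of near-identical genes, and of genes that overlap another gene on the opposite strand, are uncertain. Of the 29 genes named in the results by the rule given here, 6 overlap another annotated gene.

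The authors deposited a signal per gene and library, namely gene counts divided by a DESeq2 size factor for each library. The 12 libraries of each of the 4 tables were normalized together and the tables separately. In every library 100% of the deposited values were whole multiples of a single step, so whole reads were recovered by dividing by it, and the size factors that DESeq2 gives for the recovered reads matched those in the files. Size factors ranged from 0.85 to 1.25 in WT local, 0.90 to 1.18 in WT systemic, 0.86 to 1.21 in rbohD local and 0.82 to 1.38 in rbohD systemic leaves. Depth was read from the recovered reads, 13412657 to 28675623 per library. The 10 most abundant genes took between 10.6% and 15.3% of the reads of a library, and genes of the plastid and the mitochondrion at most 0.28%.

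The comparisons, their tests, the rule for named genes and all alternatives but 1 were fixed before the data were examined. Because the deposited unit is a normalized value, the test was limma (version 3.58.1, R 4.3.3) with a mean-variance trend on log2(normalized count + 1), with a fold change thus understated for low genes. Genes with at least 10 normalized counts in at least 3 libraries of a table were tested, all 4 time points of a table shared one fit, tests were two-sided, and the Benjamini-Hochberg adjusted p threshold was 0.05 over the genes tested. This differs from the DESeq2 Wald test that the authors used, which was run as an alternative on the recovered reads. No replicate block was used. Interactions of genotype or leaf with time were fitted on the 24 libraries concerned, as differences of changes from 0 min within each table.

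A gene raised at any time was raised at 2, 4 or 8 min. A transient gene was raised at 2 min with changes at 4 and at 8 min both under 0.5 times that at 2 min. Overlaps were compared with the number expected from independent sets over the genes tested in both tables. Families were taken from gene symbols (WRKY, ERF, GATA, HSF, DREB and heat shock proteins) and tested with camera at a preset correlation of 0.01, adjusted over all 48 tests, with fry as the alternative. Named genes were RBOHD, 9 genes of the study and the genes that the following rule picked. In each table it took the 3 largest rises and 2 largest falls among genes past the threshold. These needed a mean of at least 50 normalized counts over the table's 12 libraries and no overlap of the replicates with 0 min. The rule also took the 2 largest interactions in each direction at 2 min in systemic leaves, under the same minimum in both tables. A gene with at most 3 reads in each 0 min library was treated as at the floor, and its rise was given as a lower bound against 3 reads in the library with the smallest size factor. Such floors cover counting error only.

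Gene symbols, positions and GC content came from the RefSeq annotation of TAIR10.1. The files hold no coordinates, and genes were matched by locus identifier, which succeeded for 99.5% of the tested genes in each of the 4 tables.

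The alternatives were a pseudocount of 5, no filter on low values, rescaling of each library to one total, edgeR (version 4.0.16) with TMM and DESeq2 (version 1.42.0) on the recovered reads, the replicate number as a block, a loess correction on GC content per library, both of these together, a fit of only the groups compared, a limit of 0.25 for transient genes, fry, and each library left out in turn. Thinning of all libraries to the total of the smallest was added after the data had been seen. Group labels were also regrouped, with at most 100 regroupings for each result.

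The procedure was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. limma recovered 91.0% of them in the right direction with 13 calls among 17850 unchanged genes, edgeR 90.5% with 9, and DESeq2 84.5% with 6 among 22449. Of 200 simulated interactions, limma recovered 76% with 3 calls among 17280 unchanged genes, edgeR 75% and DESeq2 71.5%. Of 100 simulated transient genes limma recovered 92.0%. In simulated libraries without any change, limma called 0 genes changed, raised or transient.

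For a test in the closing section, 16 genes of the circadian clock were listed with the phase of their daily peak. Because 4 of them lay below the count minimum in WT, the list was tested a second time without that minimum after the first result had been seen.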

Results

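Messenger RNA was sequenced from rosette leaves of Arabidopsis thaliana after a single leaf of each plant had been placed under excess light for 0, 2, 4 or 8 min. The illuminated leaf is called the local leaf, and an untreated leaf of the same plant, collected at the same moment, is called the systemic leaf. Plants of the Columbia accession, called WT here, and plants of the rbohD knockout were used. RBOHD encodes a respiratory burst oxidase homologue, an NADPH oxidase of the plasma membrane that makes superoxide outside the cell and is required for the wave of reactive oxygen species that spreads from a stressed leaf to the rest of the plant. The 48 libraries formed 16 groups of 3 replicates, each replicate a pool of leaves from many plants, and were deposited as 4 tables of 12 libraries, each table holding 1 genotype and 1 leaf. The WT and the rbohD tables are named as separate experiments and were normalized separately, so genotype, experiment and table coincided and no level was tested across tables.

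The libraries held between 18311884 and 28675623 reads assigned to genes in WT local leaves and between 20197316 and 26757890 in WT systemic leaves. The rbohD libraries held between 13996572 and 18526191 reads in local leaves and between 13412657 and 21834017 in systemic leaves. Each table listed 32833 genes. After genes with low values were left out, 18055 genes were tested in WT local leaves, 18140 in WT systemic leaves, 17538 in rbohD local leaves and 17609 in rbohD systemic leaves. Replicates lay close together, with a common biological coefficient of variation of 4.04% in WT local, 4.44% in WT systemic, 3.51% in rbohD local and 2.56% in rbohD systemic leaves. Within the groups, all 48 pairs of replicates nevertheless differed by more than counting error, with a chi-square per degree of freedom between 1.25 and 5.16, and each library was counted as 1 replicate.

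The transcript of the mutated gene was examined first. RBOHD (AT5G47910) lies on chromosome 5 of the TAIR10.1 assembly, from 19397041 to 19402061, and is protein-coding. In WT local leaves its level was 1368 ± 4.58 normalized counts at 0 min (SD, n = 3, as for the values that follow), 1825 ± 38.4 at 2 min, 1342 ± 63.5 at 4 min and 2141 ± 13.3 at 8 min. In WT systemic leaves it was 1311 ± 68.6 at 0 min, 1474 ± 14.1 at 2 min, 1172 ± 68.7 at 4 min and 1948 ± 22.1 at 8 min. The libraries labelled rbohD held 399 ± 11.4, 598 ± 7.60, 365 ± 41.5 and 374 ± 17.8 normalized counts in local leaves over the same times. Their systemic leaves held 422 ± 22.2, 655 ± 42.5, 466 ± 19.3 and 424 ± 22.6. All 24 rbohD libraries therefore lay below all 24 WT libraries, although reads from the locus were still present in the mutant. Because the tables were normalized separately, this difference in level was not tested. In limma the transcript rose at 2 min in all 4 tables, by 0.41 on the log2 scale in WT local leaves (SE 0.041, adjusted p 8.6e-09), 0.17 in WT systemic leaves (SE 0.049, adjusted p 0.0047), 0.58 in rbohD local leaves (SE 0.066, adjusted p 6.1e-09) and 0.63 in rbohD systemic leaves (SE 0.059, adjusted p 2.9e-12). At 8 min it stood above 0 min in both WT leaves, by 0.65 (adjusted p 1.7e-11) and 0.57 (adjusted p 2.4e-09), whereas in rbohD it had not changed detectably in local leaves (-0.09, adjusted p 0.30) or in systemic leaves (0.01, adjusted p 0.97). This change at 8 min differed between the genotypes by 0.74 in local leaves (SE 0.077, adjusted p 4.8e-09) and by 0.57 in systemic leaves (SE 0.076, adjusted p 1.9e-07). In systemic leaves the change was lower in WT than in rbohD at 2 min, by a difference of -0.46 (adjusted p 3.1e-06), and at 4 min, by -0.31 (adjusted p 0.0035), while in local leaves no difference was detected at 2 min (-0.17, adjusted p 0.063) or 4 min (0.10, adjusted p 0.32). At 4 min the transcript was lower in WT systemic leaves (-0.16, adjusted p 0.015), a call that was lost when each library was rescaled to one total (-0.10) and after the GC correction (-0.12).

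**Figure D1:**
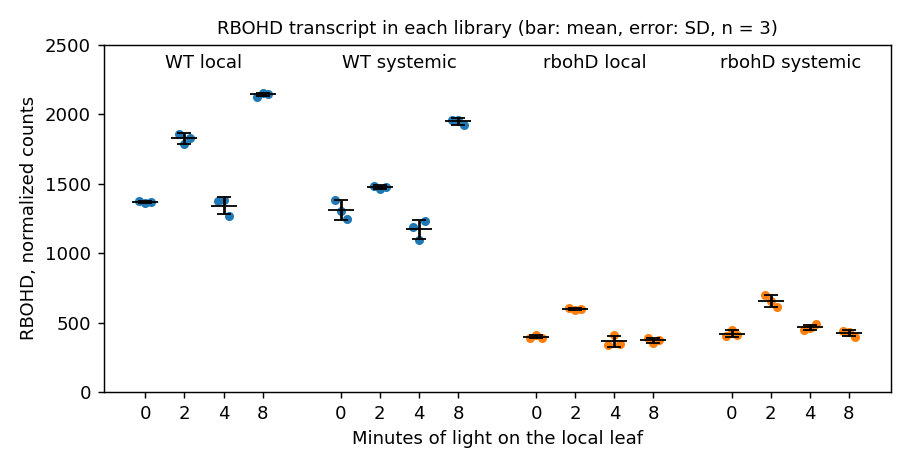
RBOHD transcript in each of the 48 libraries, in normalized counts, against minutes of light on the local leaf; points are libraries, bars the mean and error bars the SD of 3 replicates. The rbohD libraries, from 365 to 655 on average, sit below the WT libraries, from 1172 to 2141 on average, and the 4 tables were normalized separately.

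To learn how much of the transcriptome changed within minutes, each time point was compared with 0 min inside its table. At 2 min, 12077 genes had changed in WT local leaves, of which 6034 were raised and 6043 lowered. Of the genes tested in WT systemic leaves, 10937 had changed (5518 raised, 5419 lowered), in rbohD local leaves 12161 (6234 raised, 5927 lowered) and in rbohD systemic leaves 11141 (5598 raised, 5543 lowered). Fewer genes differed from 0 min at 4 min: 4303 in WT local leaves (2350 raised, 1953 lowered), 5069 in WT systemic leaves (2517 raised, 2552 lowered), 8423 in rbohD local leaves (4380 raised, 4043 lowered) and 4535 in rbohD systemic leaves (2370 raised, 2165 lowered). At 8 min the number was higher again in WT, with 8205 genes in local leaves (4127 raised, 4078 lowered) and 8067 in systemic leaves (3962 raised, 4105 lowered). In rbohD it fell further at 8 min, to 6170 genes in local leaves (3357 raised, 2813 lowered) and 2519 in systemic leaves (1323 raised, 1196 lowered). DESeq2 on the recovered reads moved the rbohD systemic count at 8 min the most in proportion, to 1587 genes.

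Most of these changes were small. Among the genes changed at 2 min the median fold was 1.43 in WT local, 1.37 in WT systemic, 1.52 in rbohD local and 1.42 in rbohD systemic leaves. A change of at least 2-fold was reached at 2 min by 2057 genes in WT local leaves, 1515 in WT systemic leaves, 3051 in rbohD local leaves and 2091 in rbohD systemic leaves. At 8 min such changes numbered 896, 1028, 782 and 92 in the same order. The 3 libraries at 2 min lay wholly above or wholly below the 3 libraries at 0 min for 68.8% of the genes tested in WT local leaves, 62.7% in WT systemic leaves, 72.3% in rbohD local leaves and 65.2% in rbohD systemic leaves, where chance gives 10%. The balance of raised and lowered genes depended on the scaling. When each library was rescaled to the same total, the median log2 change of all genes became 0.18 at 2 min in WT local leaves, 0.14 at 2 min and 0.11 at 8 min in WT systemic leaves, against 0.0063, 0.025 and -0.013 as deposited, and changes are given relative to the deposited scaling. The share of raised genes among those changed became 66.2% at 2 min in WT local leaves (8359 raised, 4261 lowered). For WT systemic leaves it became 64.2% at 2 min (7224 raised, 4029 lowered), 69.8% at 4 min (3637 raised, 1577 lowered) and 74.2% at 8 min (6142 raised, 2140 lowered). It became 65.9% at 4 min in rbohD local leaves (5664 raised, 2928 lowered), and in rbohD systemic leaves 71.6% at 4 min (3503 raised, 1392 lowered) and 76.6% at 8 min (2162 raised, 660 lowered).

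**Figure D2:**
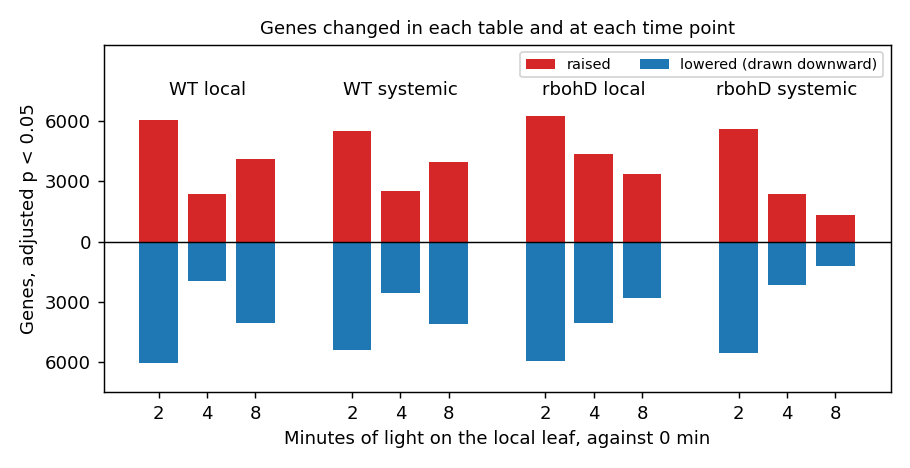
Number of genes with an adjusted p under 0.05 at 2, 4 and 8 min against 0 min in each of the 4 tables, raised genes drawn upward and lowered genes downward. The bars are tallest at 2 min in all 4 tables, and the rbohD systemic bars at 8 min (1323 raised, 1196 lowered) are the shortest.

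Genes with the largest changes were chosen by a fixed rule in each table, which required a mean of at least 50 normalized counts over the table. That minimum left out larger changes at 2 min, such as AT4G16146 in WT systemic (-2.98) and HSP17.6A in rbohD systemic leaves (5.64). Largest thus means largest under the rule. Positions refer to TAIR10.1. In WT local leaves the largest rises were those of a DnaJ-domain chaperone gene (AT1G71000; chromosome 1, 26768792 to 26770177), the mitochondrial small heat shock protein gene HSP23.6-MITO (AT4G25200; chromosome 4, 12916926 to 12918110) and an HSP20-like chaperone gene (AT1G53540; chromosome 1, 19980299 to 19981199), all at 8 min. AT1G71000 had at most 1 read in any WT local library at 0 min and reached 654 ± 34.3 normalized counts, at least 191-fold higher than the detection floor of 3 reads. HSP23.6-MITO went from 6.51 ± 4.59 to 2906 ± 124 normalized counts (log2 change 8.76, SE 0.32, adjusted p 4.2e-16 in limma), and AT1G53540 from 13.1 ± 3.65 to 5307 ± 193 (8.59, SE 0.21, adjusted p 1.2e-19). The largest falls in this table were at 2 min, in GA3OX1 (AT1G15550; chromosome 1, 5344388 to 5346342), from 81.3 ± 7.05 to 7.19 ± 3.29 normalized counts (-3.43, SE 0.25, adjusted p 6.0e-11), and AT4G16146 (chromosome 4, 9142072 to 9144583), from 118 ± 2.27 to 13.6 ± 3.04 (-3.05, SE 0.19, adjusted p 3.1e-12). GA3OX1 was back at 75.6 ± 11 at 4 min and was lower again at 8 min, at 38.6 ± 8.09 (-1.07, SE 0.25, adjusted p 0.0015).

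In WT systemic leaves the largest rises were again at 8 min. The pathogenesis-related gene PR1 (AT2G14610; chromosome 2, 6241640 to 6242541) went from 21 ± 11.7 normalized counts at 0 min to 62.8 ± 7.67, 203 ± 50.8 and 1049 ± 45.5 at 2, 4 and 8 min, a log2 change at 8 min of 5.70 (SE 0.23, adjusted p 3.5e-15 in limma). In rbohD systemic leaves PR1 rose to 624 ± 8.36 at 4 min from 68.4 ± 30.6 and was at 29.1 ± 9.94 at 8 min. The cell-wall invertase family gene cwINV6 (AT5G11920; chromosome 5, 3839316 to 3842409) rose by 5.35 in WT systemic leaves (SE 0.49, adjusted p 8.7e-09), from 4.50 ± 4.32 to 156 ± 5.08. The phosphate-responsive gene PHI-1 (AT1G35140; chromosome 1, 12851983 to 12853235) rose by 4.99 (SE 0.44, adjusted p 4.1e-09), with 13.7 ± 10.8 normalized counts at 0 min, 214 ± 31.8 at 2 min, 15.3 ± 6.39 at 4 min and 343 ± 37.3 at 8 min. In WT local leaves at 0 min, PR1 stood at 901 ± 110, cwINV6 at 78.6 ± 18.9 and PHI-1 at 4.86 ± 4.58. For PR1 and cwINV6 the systemic rise thus began well below the level of local leaves before any light. These levels were not tested across tables. The largest falls were at 2 min, in AT1G62510 (chromosome 1, 23136366 to 23137254; -2.93, SE 0.13, adjusted p 2.6e-14) and ORG1 (AT5G53450; chromosome 5, 21688763 to 21692480; -2.85, SE 0.046, adjusted p 1.1e-21). ORG1 went from 9091 ± 443 to 1258 ± 75.2 normalized counts.

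In rbohD local leaves the largest rises were at 8 min, in genes of small heat shock proteins and of the DnaJ-domain chaperone. HSP23.6-MITO, with at most 1 read per library at 0 min, reached 1960 ± 73.1 normalized counts, at least 591-fold above the floor, and AT1G71000, with 0 reads at 0 min, reached 1114 ± 69.0, at least 336-fold above it. HSP17.6A (AT5G12030; chromosome 5, 3883957 to 3884838) went from 2.32 ± 1.29 to 3991 ± 186 (log2 change 10.3, SE 0.17, adjusted p 7.1e-29 in limma). The falls were at 2 min, in EMB2729 (AT3G20440; chromosome 3, 7123182 to 7130477), from 347 ± 11.7 to 9.16 ± 4.22 (-5.19, SE 0.18, adjusted p 1.1e-20), and GDPD6 (AT5G08030; chromosome 5, 2575025 to 2576819), from 206 ± 22.1 to 9.75 ± 0.69 (-4.27, SE 0.13, adjusted p 4.1e-22). Each of these genes overlaps an annotated gene on the opposite strand, with mean levels of up to 189 and 111 normalized counts, and whether the counting used strand is not stated.

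In rbohD systemic leaves the largest rises were at 2 min. AT1G07400 (chromosome 1, 2274926 to 2275783), an HSP20-like chaperone gene, had at most 3 reads per library at 0 min and 241 ± 16.8 normalized counts at 2 min, at least 73.1-fold above the floor, and was at 10.8 ± 3.55 at 4 min. The cation exchanger gene CAX3 (AT3G51860; chromosome 3, 19239305 to 19242913) rose from 5.70 ± 2.17 to 170 ± 11.4 (log2 change 4.73, SE 0.21, adjusted p 1.5e-22 in limma). The heat shock transcription factor gene HSFA2 (AT2G26150; chromosome 2, 11135624 to 11137792) rose from 35.8 ± 5.59 to 871 ± 38.3 (4.58, SE 0.12, adjusted p 1.3e-29) and stood at 72.2 ± 8.26 at 4 min. EMB2729 fell from 414 ± 12.9 to 9.15 ± 0.99 (-5.36, SE 0.11, adjusted p 1.8e-34) and EMB3120 (AT3G14900; chromosome 3, 5013291 to 5015342) from 373 ± 27.8 to 19.2 ± 1.43 (-4.21, SE 0.099, adjusted p 9.2e-32). Every library at the time point named lay beyond every library at 0 min for each of these genes, as the rule required.

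The overlap of raised genes between leaves addressed how far the systemic response shared the local one. Over the whole time course, 7701 genes were raised at one or more time points in WT local leaves and 7390 in WT systemic leaves, against 7283 and 6331 in rbohD. Rescaling to one total moved the WT systemic number the most, to 9686. Of the 17836 genes tested in both WT leaves, 5797 were raised in both, where 3104 would be expected if the sets were independent (odds ratio 18.8). These were 79.0% of the WT systemic genes. In rbohD, 5153 of 17244 genes were raised in both leaves, with 2579 expected (odds ratio 21.4), or 81.9% of the systemic genes. The local and systemic leaves of a pool came from the same plants, and genes are not independent replicates, so no p-value is attached to these overlaps. At 8 min alone the overlap made up 68.2% of the systemic genes in WT and 50.6% in rbohD. This order did not hold at 2 min (81.2% in WT, 83.7% in rbohD) or at 4 min (50.4% in WT, 83.8% in rbohD).

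The size of the response was compared over the genes raised in both leaves. In WT the median of the largest log2 change was 0.51 ± 0.006 in local and 0.50 ± 0.004 in systemic leaves (SD of 3 replicates), and 50.4% of the genes had the larger change in the local leaf. These SDs take every replicate against the same mean of the 0 min libraries, at a fixed peak time, and so understate the spread. Without replicate 2 at 0 min of the leaf concerned, the WT medians were 0.54 in local and 0.53 in systemic leaves. In rbohD the medians were 0.64 ± 0.004 and 0.55 ± 0.009, and 67.4% of the genes had the larger change in the local leaf. With DESeq2 these medians moved the most, to 0.55 in both WT leaves and to 0.72 and 0.61 in rbohD. When each library was rescaled to one total, the WT medians were 0.55 in local and 0.51 in systemic leaves. The near equality in WT therefore depended on the scaling. The difference between leaves was tested per gene by an interaction term. In WT the local and systemic changes differed for 2149 genes at 2 min (951 higher in local, 1198 lower) and 2462 at 8 min (996 higher, 1466 lower). In rbohD these numbers were 4446 at 2 min (1951 higher, 2495 lower) and 3611 at 8 min (2055 higher, 1556 lower). Fitting only the groups compared moved the WT number at 2 min the most in proportion, to 1437.

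A gene was called transient when it was raised at 2 min and its changes at 4 and 8 min were both under 0.5 times that at 2 min. Transient genes numbered 2980 in WT local leaves, or 49.4% of the genes raised at 2 min, and 2627 in WT systemic leaves, or 47.6%. In rbohD they numbered 3044 in local leaves (48.8%) and 3919 in systemic leaves (70.0%). The median log2 change of the WT systemic transient genes was 0.44 at 2 min, -0.04 at 4 min and 0.06 at 8 min, and that of the rbohD systemic transient genes was 0.55, 0.09 and 0.04. A limit of 0.25 in place of 0.5 moved the rbohD local number the most in proportion, to 1362, and rescaling to one total raised the WT local number to 5383. In WT, 1517 genes were transient in both leaves, with 432 expected, and in rbohD 2328, with 686 expected. When each library was rescaled to one total these numbers became 1851 in WT and 1891 in rbohD, so their difference depended on the scaling. Of the 2582 WT systemic transient genes that were tested in both genotypes, 888 were also transient in rbohD systemic leaves, with 576 expected. By the interaction, 1401 (54.3%) had a higher change at 2 min in WT than in rbohD and 329 a lower one. The share with a higher change in WT was 46.2% among all 5389 genes raised at 2 min in WT systemic leaves and 26.4% among all 17545 genes tested. Genes selected for a rise in WT are more often higher in WT, so the difference from all genes is partly given by that selection.

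**Figure D3:**
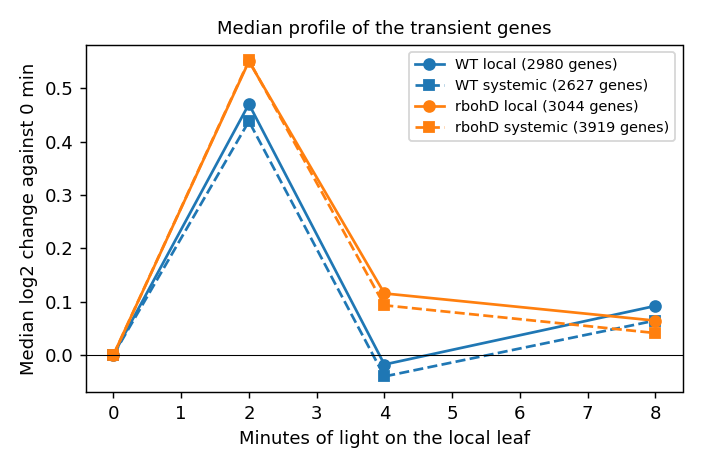
Median log2 change against 0 min of the transient genes of each table, over minutes of light on the local leaf; lines join the medians of 2980, 2627, 3044 and 3919 genes, and the genes were selected for this shape. The medians peak at 2 min, between 0.44 and 0.55, and lie between -0.04 and 0.12 at 4 min.

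The dependence of the response on RBOHD was examined through the interaction of genotype and time, in which only changes within a table were compared. In local leaves 9501 genes changed differently in the genotypes at 2 min (4305 higher in WT, 5196 lower), 5837 at 4 min (2771 higher, 3066 lower) and 3224 at 8 min (1209 higher, 2015 lower). In systemic leaves 9790 genes did so at 2 min (4635 higher, 5155 lower), 3242 at 4 min (1449 higher, 1793 lower) and 6269 at 8 min (2944 higher, 3325 lower). DESeq2 moved the systemic number at 4 min the most in proportion, to 2440 genes. Across 17192 genes, which are not independent replicates, the changes at 2 min correlated between the leaves of a genotype with r of 0.88 in WT and 0.89 in rbohD (Spearman's rho 0.86 in both). Between the genotypes r was 0.55 in local leaves (rho 0.52) and 0.34 in systemic leaves (rho 0.29). At 8 min r between the genotypes was 0.78 in local leaves (rho 0.59) and 0.02 in systemic leaves (rho 0.02), and between the leaves of a genotype it was 0.59 in WT (rho 0.70) and 0.25 in rbohD (rho 0.22).

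Genes raised in systemic leaves of WT and not of rbohD correspond to the set the study calls rbohD-dependent. Of 17545 genes tested in both systemic tables, 7186 were raised in WT and 6323 in rbohD, and 3614 were raised in WT alone, 50.3% of the WT set. Rescaling to one total moved this number the most, to 4912. A difference of calls is not a test of a difference, so the interaction was read beside it. Of the 3614 genes, 2725 (75.4%) also had a higher change in WT than in rbohD by the interaction at a time point at which they were raised. Among the 3572 genes raised in both genotypes, 1914 (53.6%) had such an interaction, and 2751 genes were raised in rbohD alone. The former genes were selected on the same libraries for a rise in WT and none called in rbohD, which by itself favours an interaction, so the shares are not independent evidence.

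The largest interactions at 2 min in systemic leaves were in opposite directions in the genotypes. BZIP61 (AT3G58120; chromosome 3, 21520974 to 21523518) rose from 135 ± 21.1 to 740 ± 31.4 normalized counts in WT and fell from 483 ± 33.9 to 63.0 ± 7.22 in rbohD, a log2 difference of 5.38 (SE 0.13, adjusted p 1.7e-28 in limma). LYK3 (AT1G51940; chromosome 1, 19295820 to 19299169) rose from 54.2 ± 6.13 to 178 ± 8.51 in WT and fell from 222 ± 14.2 to 30.5 ± 2.39 in rbohD, a difference of 4.53 (SE 0.16, adjusted p 1.5e-23). HSFA2 fell from 601 ± 28.9 to 283 ± 32.9 in WT and rose in rbohD as given above, a difference of -5.67 (SE 0.14, adjusted p 1.7e-28). AT1G07400 fell from 95 ± 15.6 to 57.1 ± 5.75 in WT and rose in rbohD, a difference of -6.88 (SE 0.30, adjusted p 7.5e-21) that rests on rbohD libraries at the floor and so depends on the pseudocount.

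Families of transcription factors, and the heat shock proteins, which the study did not follow as a family, were tested as sets with camera at 2 and 8 min, 48 tests in all, and 31 had an adjusted p under 0.05. All 31 were also under 0.05 with fry, which counted 43, and no family median changed sign when each library was rescaled to one total. That rescaling moved the ERF family above 0.05 in WT systemic and rbohD local leaves at 2 min and in rbohD systemic leaves at 8 min, and the WRKY family below it in rbohD systemic leaves at 8 min. The WRKY transcription factors rose at 2 min in WT local leaves (median log2 change 0.55, 29 of 47 members raised and 5 lowered, adjusted p 5.5e-04) and in WT systemic leaves (0.35, 22 of 46 raised and 5 lowered, adjusted p 0.011). In rbohD local leaves their median at 2 min was 0.69 (32 of 45 raised and 6 lowered, adjusted p 0.0011), and in rbohD systemic leaves it was 0.27 (21 of 43 raised and 5 lowered, adjusted p 0.072). At 8 min the WT systemic median was 0.77 (30 of 46 raised, 0 lowered, adjusted p 5.0e-10), while in rbohD systemic leaves it was -0.05 (3 of 43 raised, 4 lowered, adjusted p 0.13); the difference between genotypes was not tested for this family. The heat shock factors rose at 8 min in all 4 tables, with medians of 0.73 in WT local (adjusted p 1.1e-07), 0.44 in WT systemic (adjusted p 6.0e-04), 0.39 in rbohD local (adjusted p 3.0e-09) and 0.25 in rbohD systemic leaves (adjusted p 0.011). The DREB family rose at 8 min in all 4 tables, with medians of 4.24 in WT local, 1.89 in WT systemic, 2.88 in rbohD local and 0.85 in rbohD systemic leaves, over only 4 or 5 members tested. The GATA family had an adjusted p under 0.05 in rbohD systemic leaves at 2 min alone (median 0.38, adjusted p 0.011).

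The heat shock proteins moved in opposite directions at 2 min. Their median fell in WT, to -0.79 in local leaves (17 of 24 members lowered and 1 raised, adjusted p 3.2e-06) and -0.81 in systemic leaves (16 of 20 lowered and 2 raised, adjusted p 7.2e-07). It rose in rbohD, to 0.39 in local leaves (14 of 24 raised and 6 lowered, adjusted p 0.033) and 0.75 in systemic leaves (14 of 20 raised and 6 lowered, adjusted p 0.0026). In rbohD local leaves 3 members were at the floor at 0 min, and with these at their bound the median was 0.19. The difference between genotypes at 2 min, tested on the interaction, had a camera adjusted p of 1.3e-08 in local and 3.2e-08 in systemic leaves. At 8 min the family rose in local leaves, by 1.72 in WT (17 of 24 raised, adjusted p 1.4e-14) and 3.00 in rbohD (19 of 24 raised, adjusted p 1.6e-27). By the interaction of genotype and time, the family rose less in WT than in rbohD there (camera adjusted p 3.9e-19). This compares changes from 0 min, where members could already differ. HSP17.6A had 95.7 ± 12.9 normalized counts at 0 min in WT local leaves and 1 to 4 reads per library in rbohD local leaves. HSP23.6-MITO went from 6.51 ± 4.59 to 2906 ± 124 at 8 min in WT and from 0.37 ± 0.64 to 1960 ± 73.1 in rbohD. A smaller rise in WT thus need not mean a lower level at 8 min, and levels were not tested across tables. In systemic leaves its median at 8 min was -0.18 in WT (5 of 20 raised and 9 lowered, adjusted p 0.58) and 0.17 in rbohD (9 of 20 raised and 2 lowered, adjusted p 5.1e-06), and the interaction of genotype and time had a camera adjusted p of 0.016. Reads shared between near-identical members of this family could not be separated.

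**Figure D4:**
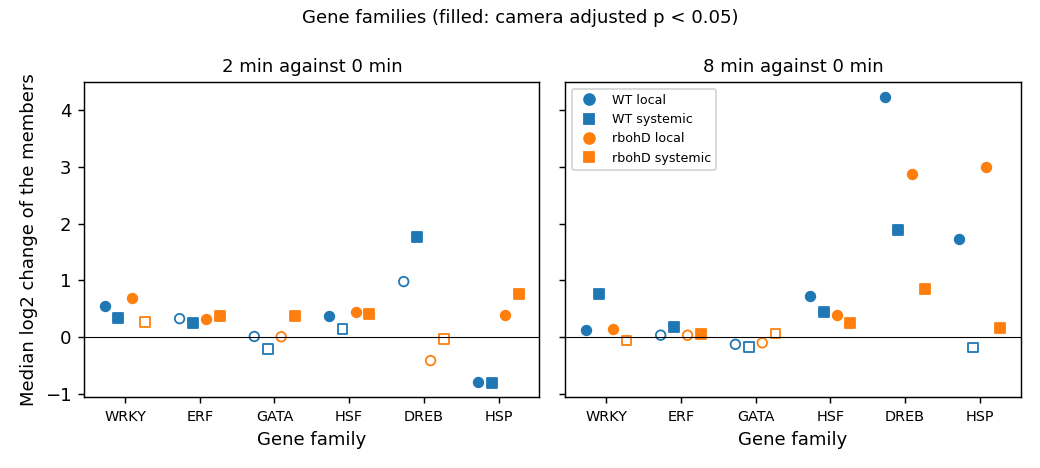
Median log2 change of the tested members of 6 gene families at 2 min (left) and 8 min (right) against 0 min, in the 4 tables; filled symbols have a camera adjusted p under 0.05. The heat shock proteins (HSP) lie at -0.79 and -0.81 in WT and at 0.39 and 0.75 in rbohD at 2 min, and no median changed sign when each library was rescaled to one total.

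The study singled out 9 genes, some for tests in mutants and others as transcription factors, namely AT1G69890, AT3G13600, BME3 (AT3G54810), AT1G56520, AT5G46270, WRKY48 (AT5G49520), AT1G29670, WRKY53 (AT4G23810) and MYB30 (AT3G28910). It chose them partly on these libraries, so the counts adjusted over the list alone are not independent evidence. Its choice also drew on separate experiments with hydrogen peroxide and with an inhibitor of the wave of reactive oxygen species, which were not examined here. In WT systemic leaves all 9 were raised at one or more time points, and in rbohD systemic leaves 4 were. The rbohD number moved the most with DESeq2, to 0, and it ranged from 2 to 5 when single libraries were left out, with 2 when replicate 1 at 0 min was left out. At 2, 4 and 8 min 6, 5 and 7 were raised in WT over all genes tested, and 6, 5 and 8 adjusted over the list alone. In rbohD 1, 2 and 2 were raised over all genes tested, and 1, 3 and 2 adjusted over the list alone. Lowered genes numbered 1, 0 and 1 in WT and 4, 1 and 2 in rbohD over all genes tested, and 1, 0 and 1 in WT and 4, 1 and 3 in rbohD adjusted over the list alone. By the interaction, the log2 change of 5 of the 9 was higher in WT than in rbohD at 2 min, of 2 at 4 min and of 5 at 8 min. AT1G29670 was among those at 2 min, where it was lowered in both genotypes (-0.67 in WT, -1.33 in rbohD), and at 8 min its change was the 1 that was lower in WT. WRKY53 went from 71.8 ± 0.97 to 233 ± 9.04 normalized counts at 8 min in WT and from 104 ± 9.36 to 71.5 ± 10.9 in rbohD, a log2 difference of 2.22 (SE 0.25, adjusted p 3.6e-09 in limma), and overlaps a gene on the opposite strand with a mean of up to 75.5. MYB30 rose by 0.30 at 2 min in WT (adjusted p 0.0055) and fell by 0.61 in rbohD (adjusted p 4.2e-09). At 4 min its change was higher in WT by 0.47 (adjusted p 0.0037). At 8 min MYB30 was raised in both, by 0.49 in WT (adjusted p 7.9e-05) and 0.23 in rbohD (adjusted p 0.041). No difference was detected then (0.26, adjusted p 0.086). At 2 min the change of AT1G69890, an actin cross-linking protein gene, differed by 1.96 (SE 0.31, adjusted p 1.8e-06) and that of the calmodulin-binding family gene AT3G13600 by 1.65 (SE 0.37, adjusted p 2.6e-04). WRKY48 did not change detectably at 2 min in either genotype (adjusted p 0.69 in WT and 0.96 in rbohD), with 15 ± 4.71 and 18.4 ± 1.52 normalized counts at 0 min. At 8 min WRKY48 was raised in WT (1.19, adjusted p 0.011) and not detectably changed in rbohD (-0.73, adjusted p 0.093). These changes differed by 1.92 (SE 0.49, adjusted p 0.0018).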

Values the study reported

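For wild type, the study counted 6840 transcripts as enhanced in the local leaf and 6367 in the systemic leaf, 4982 of them in both. For the rbohD mutant its counts were 6502 and 5363, with 4403 in both. Among transcripts that peaked at 2 min and then returned, 2336 were shared by the leaves of wild type and 6 by those of the mutant. Its overall number of such transcripts was 465 in the mutant against 3588 in wild type. A set of 3447 was enhanced systemically in wild type but not in the mutant.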

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

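The tests of the heat shock protein members, of experiment and genotype for that family, and of time points handled as sets were chosen only after the result was seen, as was the thinning of reads to the smallest library as a setting; the other tests here were chosen before.

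The change from 0 min differed between WT and rbohD, by the interaction of genotype and time, for 9501 genes in local leaves at 2 min, 5837 at 4 min and 3224 at 8 min, and for 9790 genes in systemic leaves at 2 min, 3242 at 4 min and 6269 at 8 min. Of 100 regroupings of the libraries, the real one included, 1 gave as many genes for each of these counts, except for local leaves at 8 min, where 3 did. The tables argue against depth, scaling and GC content as the whole cause: in systemic leaves at 2 min, 8900 genes had an interaction when all libraries were thinned to the smallest total, 10218 when each was rescaled to one total and 9827 after the GC correction. What stays open is that the genotypes were separate experiments. The 9790 genes could reflect the loss of RBOHD or any difference between the experiments, and these cannot be told apart, because no library of one genotype was in the other's experiment.

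The changes at 2 min were alike in the leaves of one genotype and less alike between genotypes. At 8 min this order did not hold for local leaves, where r between genotypes was 0.78, above the 0.59 and 0.25 between the leaves of WT and of rbohD, while by Spearman's rho the 0.59 between genotypes lay between 0.70 in WT and 0.22 in rbohD. Across genes, r between WT and rbohD systemic leaves was 0.34. Among the 4298 most highly expressed genes it was 0.31, which argues against genes near the detection limit as the cause. A low correlation between experiments and a high one between leaves may also arise if each time point was handled as 1 set within an experiment, for example collected, extracted or sequenced together. The value of 0.34 cannot be told apart from a biological difference between the genotypes, since the labels give no such sets.

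The local and systemic changes differed, by the interaction of leaf and time, for 2149 genes at 2 min and 2462 at 8 min in WT, and for 4446 at 2 min and 3611 at 8 min in rbohD. Of 100 regroupings, 1 gave as many genes for each of these counts, except for WT at 2 min, where 3 did. At 8 min in WT the number was 3309 when each library was rescaled to one total and 2505 after the GC correction, so neither removed the difference. The heat shock proteins rose more in the local leaf at 8 min in WT (camera adjusted p 1.1e-24), as heating of the illuminated leaf by the lamp would require, and in rbohD as well (3.2e-37). At 2 min they did not differ detectably between the leaves in WT (0.73) and were lower in the local leaf in rbohD (6.8e-06). In WT local leaves HSP23.6-MITO stood at 3.14 ± 2.00 normalized counts at 2 min, 166 ± 27.1 at 4 min and 2906 ± 124 at 8 min. Heat shock transcripts may thus rise too late to report heating at 2 min, and the values at 2 min do not decide whether heating contributed then. Heating may contribute to the difference between leaves at 8 min, beside a response to the light itself, which stays open and was not tested separately.

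Of the genes chosen for their interaction at 2 min in systemic leaves, BZIP61 had a log2 difference of 5.38 and LYK3 of 4.53, both higher in WT, while AT1G07400 had -6.88 and HSFA2 -5.67, both higher in rbohD. The value of AT1G07400 rests on rbohD libraries at the floor at 0 min. AT1G07400 and HSFA2 go with the heat shock proteins. Of these, 60% (12 of 20) changed in opposite directions in the systemic leaves of WT and rbohD at 2 min, against 40.3% of all genes. Opposite directions were thus not confined to a few members. No spread was computed for a share of only 20 genes, so an excess of these members over all genes is not shown. An interaction of their own was found for 15 of the 20, where 55.8% of all genes had one, so this count adds little. The family's interaction in systemic leaves (camera adjusted p 3.2e-08) could come from the genotype or from the experiment, for instance from a different temperature before sampling, and these cannot be told apart for the same reason as above.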

How the results depend on the processing

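Counts of changed genes, raised and lowered together, stayed within 1.5 times their value under all alternatives run, except that DESeq2 on recovered reads gave 1587 genes for rbohD systemic leaves at 8 min, where the report has 2519. The cause was not tested. Across the other alternatives the 2 min counts moved little: in WT local leaves they ran from 10801 with reads thinned to the smallest library, an alternative chosen after seeing the data, to 12620 with each library rescaled to one total.

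The number of transient genes in WT local leaves rose to 5383 with each library rescaled to one total, and the cause was not tested. With a transient fraction of 0.25 the numbers fell by construction, to 1437 in WT local, 1419 in WT systemic, 1362 in rbohD local and 2165 in rbohD systemic leaves.

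The amplitude of the genes raised in both leaves moved by more than its small spread between replicates, which leaves out the spread of the 0 min libraries. In the order WT local, WT systemic, rbohD local and rbohD systemic, it was 0.50, 0.49, 0.63 and 0.53 with pseudocount 5, 0.53, 0.53, 0.68 and 0.58 with no filter, 0.55, 0.51, 0.66 and 0.50 with each library rescaled to one total, 0.55, 0.55, 0.72 and 0.61 with DESeq2, and 0.50, 0.49, 0.65 and 0.54 with the replicate block and GC correction together. The GC correction alone gave 0.49 in WT systemic, 0.65 in rbohD local and 0.54 in rbohD systemic leaves, and the replicate block alone 0.50 in WT systemic leaves. Across the 24 fits that each left out one library it ran from 0.51 to 0.54 in WT local, 0.50 to 0.53 in WT systemic, 0.64 to 0.66 in rbohD local and 0.55 to 0.58 in rbohD systemic leaves. The cause was not tested, and in each of these alternatives the median was higher in the local than in the systemic leaf of rbohD.

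Of the study's 9 genes, the number raised in rbohD systemic leaves was 0 with DESeq2, 1 after the GC correction and 1 with the replicate block and GC correction together, and it ran from 2 to 5 across the 12 fits that each left out one library, with 2 without replicate 1 at 0 min and 5 without replicate 2 at 2 min. The cause was not tested. In WT systemic leaves it ran from 8 to 9.

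Some small changes of single genes reversed, none of them past the threshold in the report: with each library rescaled to one total, MYB30 in rbohD systemic leaves at 4 min became 0.0030 and AT5G46270 at 8 min became 0.033. AT1G69890 in WT systemic leaves at 4 min became -0.019 with edgeR and -0.022 with DESeq2. After the GC correction BME3 in rbohD systemic leaves at 2 min became -0.013 and WRKY48 -0.041. The cause was not tested. Of the other values of single genes and families under the alternatives, 1003 kept their direction and side of the threshold, 28 lost and 21 gained the threshold.

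Replicate numbers paired the libraries weakly if at all: deviations from the group means of equally numbered libraries had a median correlation of 0.020 across time points of a leaf (72 pairs, 4 of them over 0.1). For differently numbered libraries it was -0.0082 (144 pairs, 1 of them over 0.1). A weak pairing is thus not excluded, and the tests of leaf by time did not pair the leaves of a pool. With the replicate number as a block, 12151, 4493 and 8347 genes changed at 2, 4 and 8 min in WT local leaves and 11039, 5313 and 8208 in WT systemic leaves. In rbohD, 12184, 8436 and 6199 changed in local and 11190, 4587 and 2608 in systemic leaves. Each of these counts was slightly above that without the block. Depth limits the genes below the count minimum, which were not tested, and the folds of genes at the floor, which are lower bounds.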

Other observations

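The tests of GC content and scaling for the changes at 2 min, of the 0 min libraries, of a library sequenced repeatedly, of the light on clock genes and of the rule for transient genes were chosen only after the result was seen; the other tests here were chosen before.

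Between 60.3% and 69.3% of the tested genes had changed at 2 min in the 4 tables, and most of these changes were smaller at 4 and 8 min. For each count of changed genes, 1 of the 10 splits of the 6 libraries gave as many genes, which is the real one, and a share under 0.1 cannot be reached with 3 libraries against 3. For the genes raised at any time, 1 of 100 regroupings did so in each table. In WT systemic leaves 10960 genes had changed at 2 min after the GC correction. In WT local leaves 12620 had changed with each library rescaled to one total and 10801 after thinning, so GC content, scaling and depth are unlikely to be the whole cause. If the 0 min libraries were the ones that stood apart, the changes would be kept at 4 and 8 min, but at most 18% of the genes changed at 2 min kept at least 0.5 of the change at both. Of the genes lowered by more than 2-fold at 2 min, at least 75.6% in each table were more than 0.5 of the way back to 0 min at 4 min, which a lasting loss of transcripts by decay would not give.

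A candidate explanation for changes of this breadth is that the groups were sampled at different times of day. The median absolute change at 2 min of 16 listed clock genes in WT systemic leaves was at the 99.97 percentile of 10000 random gene lists. In the first version of this test, with the 12 genes above the count minimum, it was 99.99; the list was widened to all 16 after that value had been seen. In WT local leaves the versions gave 99.72 and 99.98, and for rbohD all were at 100. If time of day were the cause, morning-phase and evening-phase genes would move in opposite directions. Their medians had opposite signs in 2 of the 4 tables, namely those of rbohD (1.74 and -0.29 in local, 1.82 and -1.08 in systemic leaves), and not in those of WT (0.93 and 0.14 in local, 0.81 and 0.24 in systemic leaves). The prediction written before the test took the same sign in any table as evidence against this explanation. That reading was changed to undecided after the result had been seen. The evening genes, 4 to 6 of them, went both ways in every table, so the sign of their median decides nothing in WT or in rbohD. On the prediction as written, the WT tables count against the explanation. A direct effect of the light on the treated leaf would make the clock genes change more in the local leaf, but the ratio of local to systemic change was at most 1.13 (WT) and 0.95 in rbohD.

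LHY, singled out after its values were seen, gives the upper end of this pattern, with the largest change at 2 min of the clock genes tested in rbohD. In WT its log2 changes at 2 and 4 min were smaller, at 1.08 and -0.68 in systemic and 1.15 and -0.63 in local leaves. In rbohD systemic leaves it had 564 ± 31.7 normalized counts at 0 min, 11556 ± 467 at 2 min and 1146 ± 25 at 4 min (SD, n = 3), 20.5-fold and 2.03-fold the level at 0 min. If the plants of the groups differed only in minutes of light, the transcript would need a half-life of 0.60 min between 2 and 4 min. The methods place all sampling in the same hour of the morning, and the labels give no time for any group, so a difference in sampling time remains a hypothesis (percentile 99.97 above) that cannot be told apart from the groups in these tables.

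Replicates of a group differed little. The lowest chi-square per degree of freedom between replicates was 1.25, above the 1 that repeated sequencing of a single library would give. Deviations of equally numbered local and systemic libraries of a time point had a median correlation of 0.023, against -0.015 for differently numbered ones. Whether replicates may have come from a single pool of plants cannot be told apart from separate pools, since the numbers need not pair the leaves.

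In rbohD systemic leaves 3919 genes were transient. This is higher than the study's overall number for the mutant. In rbohD 2328 genes were transient in both leaves. This too is higher than in the study. In WT 1517 genes were transient in both leaves. This is lower than in the study. The study grouped genes by clustering, so the fixed rule used here could be a cause. In systemic leaves, however, k-means clusters that peak at 2 min held 4394 (69.4%) of the raised genes in rbohD and 4167 (56.4%) in WT. In local leaves the order was the other way, with 3803 (52.2%) in rbohD and 4829 (62.7%) in WT. The overlap of such clusters between leaves was not computed, so k-means does not test the numbers transient in both leaves.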
